A study of Mus musculus with 12 samples. Its data were reported in "Molecular insights into the role of desmin intermediate filament network in chromatin landscape, cardiomyocyte differentiation, and maturation" (2025).

How the data were processed

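Poly-A RNA was sequenced from adult cardiomyocytes of 3-month-old mice. The mice carried both copies of the desmin gene (Des+/+) or lacked it (Des-/-), and had swum (swim) or not (non-swim). Each of the 4 groups held 3 libraries, 12 in all, and groups were taken from the sample labels. According to the study's methods, each library came from the cells of several mice, so a replicate is a pool.

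The deposited values were raw counts of reads per gene, which the authors made by aligning single-end reads to the mouse genome build GRCm38 with HISAT2 and counting with HTSeq-count in its reverse-strand mode. The authors applied no normalisation to these counts. The labels name an unstranded library kit and the study's methods a directional one. The values were therefore checked at 93 pairs of genes on opposite strands for which over 3000 reads would be expected if strand were ignored; 18 of them held under 1% of that number, so the counts separate the strands. Each file listed 21493 genes, of which 20297 were protein-coding and 1187 were microRNA genes, and 21488 matched the GENCODE M21 annotation, from which positions, length and GC content were taken. The tables used here held 0 genes of the mitochondrial genome and no entry for Xist. Reads assigned to genes ranged from 4320819 in replicate 2 of the Des-/- swim group to 12072443 in replicate 3 of the Des+/+ non-swim group. At the shallowest depth, 3 counts, taken as the floor, corresponded to 0.656 CPM. Intervals and floors cover counting error only.

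Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept with edgeR's filterByExpr, which left 13158, and libraries were scaled by TMM. Levels are given as CPM, the count of a gene relative to the scaled total of its library. A single model of 4 group means was fitted to all 12 libraries (8 residual degrees of freedom), and quasi-likelihood tests were made for 5 contrasts: genotype without swimming, genotype after swimming, swimming in each genotype, and the interaction. P-values were adjusted by Benjamini and Hochberg, and a gene was called at an adjusted p under 0.05. The common biological coefficient of variation was 0.271. The study's own filter was also applied, with its p-value read as unadjusted: p of at most 0.05, an absolute log2 change of at least 0.6 and a mean count of at least 20. Here it was applied to the edgeR results, with the higher of the group means of scaled counts, whereas the study applied it to DESeq2 results; with DESeq2 it passed 4214 genes without and 2427 after swimming. The study's methods do not say whether this p was adjusted, and another description of the filter gives an adjusted p, so both counts are reported. A panel of 27 genes that the study names was tested over all genes and over the list alone. The study presents some of these genes from the same libraries and names others from its other experiments. The second count is therefore not independent of the study's own findings.

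Written sets of genes (12, of which 11 had members in the tables) were tested with limma's camera on log2 CPM (prior count 2, preset correlation 0.01), adjusted over 44 tests for the first 4 contrasts and over 11 for the interaction, which was added after the data were seen. Every set was also tested with fry, which rotates residuals, and with a correlation estimated from the data. Lists of marker genes for other cells and for the response to cell isolation (9) were scored as the mean log2 CPM of their members. Genotype and swimming differences in these scores were tested two-sidedly by exact permutation within the other factor, over 400 arrangements, for which 0.005 is the smallest possible p. A comparison of 3 libraries against 3 alone allows no exact p under 0.1.

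The genes named in the text follow a rule set before the data were examined, as were the groups, tests and first settings to vary: the 5 largest changes in each direction for genotype and the 3 largest for swimming, among called genes with a mean count of at least 20 and no overlap between the groups' libraries, and the 5 smallest p-values for the interaction. Genes outside this rule are named as such.

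The procedure was tested on simulated counts for the real genes with 200 genes changed. edgeR recovered 44 of 100 genes changed by a log2 of 1 and 87 of 100 changed by a log2 of 2, and called 7 of 12789 unchanged genes. DESeq2 recovered 158 of the 200, against 131 for edgeR, and called 41 of the 12789. The simulated genes were drawn independently of each other, so this test says little about sets of genes that vary together between libraries.

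The alternatives were other scalings, filters and thresholds, DESeq2, fits of only the 6 libraries compared, a replicate block, and leaving out each library in turn. Covariates for Y-linked expression and for cell mix, thinning to equal depth, and offsets for GC content and length were chosen after the data were seen. For the swimming comparison in Des-/- libraries, same-numbered libraries deviated together from their group means, with correlations across genes of 0.365, 0.316 and 0.602, all over 0.1, so by the rule used the numbers were treated as pairing there. Different-numbered libraries gave 0.292 and 0.299 for replicates 1 and 2 and -0.41 to -0.47 for replicate 3 with these, so the pattern is largely replicate 3 against the others. The labels do not say what a number shares. Other splits of the libraries were refitted as well: all 10 for each comparison of 2 groups, and 100 drawn of 200 for the interaction. Chromatin data of the study were not used here.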

Results

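The transcriptomes of adult cardiomyocytes were compared between Des+/+ and Des-/- mice, with and without swimming, as an exercise stress, in 4 groups of 3 libraries. Reads assigned to genes ranged from 8935126 to 12072443 in the Des+/+ non-swim group, 7425291 to 9440967 in the Des+/+ swim group, 8058801 to 11206142 in the Des-/- non-swim group and 4320819 to 6521963 in the Des-/- swim group. Of the variance between libraries, 48.9% lay on a first principal component that separated the genotypes, with replicate 3 of both Des-/- groups at its end.

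The targeted gene, Des (ENSMUSG00000026208, GRCm38 chromosome 1, 75360329 to 75368579), was measured first. Its level was 2367 ± 1137 CPM (SD, n = 3) in Des+/+ non-swim and 59.5 ± 11.3 (SD, n = 3) in Des-/- non-swim libraries. After swimming it was 1273 ± 336 (SD, n = 3) in Des+/+ and 96.5 ± 4.71 (SD, n = 3) in Des-/- libraries. The log2 change between genotypes was -5.31 (SE 0.37, edgeR adjusted p 1.57e-04) without and -3.72 (SE 0.35, adjusted p 0.00323) after swimming. The mean in Des-/- libraries was 2.52% and 7.58% of that in Des+/+ libraries. The lowest Des+/+ library lay 9.68 times above the highest Des-/- library.

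**Figure D1:**
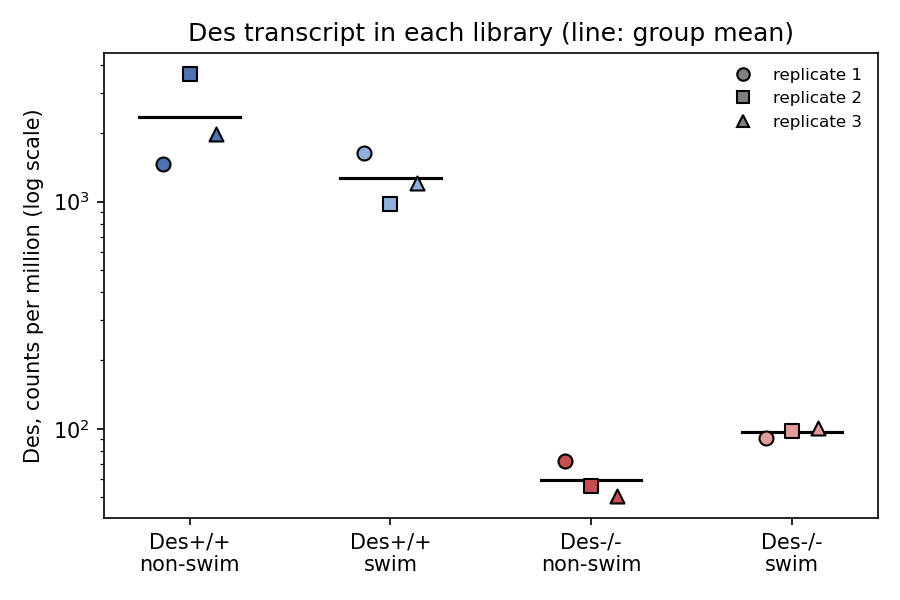
Level of Des in each of the 12 libraries by group, in CPM on a log axis, with symbols for replicates and a line for the group mean. The 6 Des-/- libraries lie between 50.3 and 101 CPM, below the 6 Des+/+ libraries, of which the lowest is at 973.

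The first question was which transcripts differ between genotypes in hearts that had not been stressed. Of 13158 genes tested with edgeR, 4210 were called, 1840 higher and 2370 lower in Des-/- libraries. The groups' libraries did not overlap for 97.2% of the called genes and 47.9% of all tested genes, where chance gives 10%. Called with upper-quartile scaling, which shifts the median of all genes by 0.10 on the log2 scale, 55.1% of the called genes were higher, against 43.7% with TMM, so the balance of directions depends on scaling. The alternative that moved the count most was a covariate for cell mix, with which 6 genes were called, 1 of them among the 4210; the values of this covariate do not overlap between the genotypes. Without replicate 2 of the Des+/+ non-swim group, 2612 genes were called, 856 higher and 1756 lower. The balance of directions also depended on single libraries. Over the 6 fits that each left out one of the libraries compared, 32.4% to 46.2% of the called genes were higher. The study's filter with an unadjusted p passed 4214 genes, 2069 higher and 2145 lower, of which 3493 also had an adjusted p under 0.05.

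The largest increases by the naming rule were Spp1, Has1, Cd300lf, Itgax and Gpnmb. Spp1 rose by a log2 of 7.06 (SE 1.98, edgeR adjusted p 0.0190), from 1.89 ± 0.101 to 253 ± 429 CPM (SD, n = 3), and Gpnmb by 6.04 (SE 1.65, adjusted p 0.0170). These 5 rested largely on replicate 3 of the Des-/- non-swim group: without it, the log2 change of Spp1 was 1.52 and that of Gpnmb 0.87, and of the 5 only Has1 was still called, at 3.11. Cd300lf was at the floor in Des+/+ libraries and at least 23.8-fold higher, but only 2.01-fold without the highest Des-/- library. Besides Des, large decreases were seen in Sun3, Acsm5 and Slc6a17, which were at the floor in the Des-/- libraries and at least 16.6-fold, 11.99-fold and 16.7-fold lower, or 11.3-fold, 8.003-fold and 8.02-fold without the highest Des+/+ library of each.

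The same comparison after swimming asked how the genotypes differ under stress. Here 1392 genes were called, 659 higher and 733 lower, with no overlap between libraries for 99.4% of them and 35.9% of all tested genes. This count was sensitive to single libraries: it was 74 without replicate 3 of the Des+/+ swim group and at most 817 in the 6 fits that each left out one of the libraries compared. All groups share the estimate of spread, and leaving out a library of the other groups gave 930 to 2142, the last without replicate 3 of the Des-/- non-swim group. DESeq2 called 2332 genes. With upper-quartile scaling, 67.5% of the called genes were higher, against 47.3% with TMM. The study's filter passed 2315 genes, 1235 higher and 1080 lower, of which 1117 also had an adjusted p under 0.05. Of the genes called in either comparison, 898 were called in both, 365 higher and 527 lower in each and 6 in opposite directions. Across all tested genes, which are not independent replicates, the correlation of the log2 changes was 0.695, and the 2 comparisons share no library. Among the 4210 genes called without swimming alone or in both, the slope of the change after swimming on that without was 0.49. Choosing genes by the comparison without swimming can itself lower this slope.

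By the naming rule the increases after swimming were Slc13a4, Lrp2, Naip5, Slc6a7 and Timp1, and the decreases Zfp429, Gm8909, Ceacam2, Glp2r and Kcnj14. Slc13a4, Lrp2 and Slc6a7 were at the floor in Des+/+ libraries and at least 14.4-fold, 8.94-fold and 10.1-fold higher (7.83-fold, 2.95-fold and 2.95-fold without the highest Des-/- library of each), and Zfp429, Gm8909 and Glp2r were at the floor in Des-/- libraries and at least 5.76-fold, 29.1-fold and 6.30-fold lower (4.15-fold, 11.1-fold and 5.87-fold without the highest Des+/+ library of each). Timp1 rose by 3.84 (SE 0.89, edgeR adjusted p 0.0242), and by 2.53 without replicate 3 of the Des-/- swim group. Kcnj14 changed by -4.84 (SE 1.04, adjusted p 0.0194). Naip5, Gm8909 and Ceacam2 have close paralogs, so their counts are uncertain. Each of these 10 genes had an adjusted p above 0.05 in at least 1 fit that left out a library.

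Swimming itself was then compared within each genotype. In Des+/+ libraries 12 genes were called, all higher, with 2697 genes at an unadjusted p under 0.05 where 658 would be expected. Other choices did not give higher genes alone. DESeq2 called 798, 487 higher and 311 lower, and a fit of only the 6 libraries compared called 227 higher and 55 lower. Most were thus still higher there, whereas the study's filter passed 562 genes higher and 796 lower. Fits that left out one of the libraries compared called 0 to 6, and fits that left out a library of the Des-/- groups 4 to 155, the last without non-swim replicate 3. The 3 named genes were Tinagl1 (log2 change 1.66, SE 0.22, edgeR adjusted p 0.0208), Rin3 (1.55, SE 0.18, adjusted p 0.00984) and Ercc1 (1.30, SE 0.14, adjusted p 0.00920). In Des-/- libraries 3 genes were called, Agt (3.69, SE 0.38, edgeR adjusted p 0.00567), Ercc1 (1.36, SE 0.14, adjusted p 0.00567) and Pparg (0.98, SE 0.13, adjusted p 0.0420). There 2201 genes had an unadjusted p under 0.05. Mean levels also rose with swimming in Des+/+ libraries, from 5.49 to 16.8 CPM for Agt and from 43.4 to 100.4 for Pparg. These calls therefore do not show a response limited to Des-/- libraries. With the replicate numbers as a block in the fit of all 12 libraries, 2 genes were called, and Pparg was not. The block effects were shared with the Des+/+ libraries, so this is not a paired test of the Des-/- libraries alone. In a fit of only these 6 libraries 0 genes were called, and fits that left out one of them called 0 to 51, the last without replicate 3 of the Des-/- swim group. Leaving out a Des+/+ library gave 2 to 4.

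Whether swimming acted differently in the 2 genotypes was tested by the interaction. At the level of genes 0 were called: the smallest adjusted p was 0.174, and 2148 genes had an unadjusted p under 0.05. DESeq2 called 299. The smallest p-values belonged to Foxn2, Nab2, Slc25a24, Tet3 and Cd320, all at an adjusted p of 0.174.

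Of the 27 panel genes, 18 were called between genotypes without swimming over all genes (2 higher, 16 lower) and 21 adjusted over the list alone (4 higher, 17 lower). After swimming 4 were called both over all genes and adjusted over the list alone, and all were lower: Vdac1 (-1.33), Camk2d (-0.81), Notch1 (-0.67) and Srf (-0.65). Over all genes each of these 4 lost its call in at least 1 fit that left out one of the libraries compared, and 0 were called without replicate 3 of the Des+/+ swim group. With the cell-mix covariate 0 panel genes were called in either comparison. Notch1 was at 249 ± 9.78 CPM (SD, n = 3) in Des+/+ non-swim, 422 ± 4.69 (SD, n = 3) in Des+/+ swim, 285 ± 43.8 (SD, n = 3) in Des-/- non-swim and 266 ± 37.8 (SD, n = 3) in Des-/- swim libraries. Its log2 change between genotypes was 0.19 (edgeR adjusted p 0.352) without and -0.67 (adjusted p 0.0224) after swimming. The swimming change was 0.76 (adjusted p 0.0627) in Des+/+ and -0.10 (adjusted p 0.761) in Des-/- libraries, and the interaction was -0.86 (adjusted p 0.199).

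**Figure D2:**
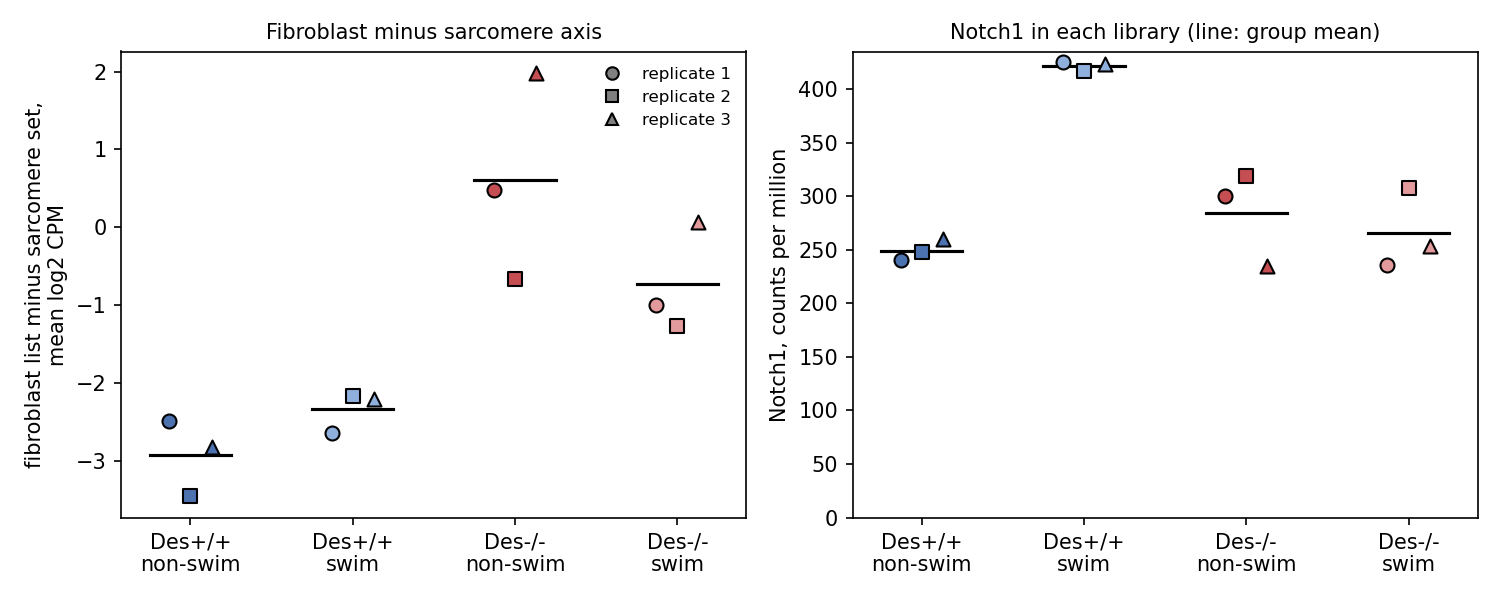
Left, mean log2 CPM of the fibroblast list minus that of the sarcomere set in each library; right, Notch1 in CPM; symbols mark replicates and lines group means. The axis runs from -3.46 to -2.17 in Des+/+ libraries and from -1.27 to 1.99 in Des-/- libraries, and Notch1 is higher in the 3 Des+/+ swim libraries than in the other 9.

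Between genotypes without swimming camera called 10 of 11 sets, and fry 9 of these, all but the leukocyte set. Nuclear-encoded respiratory chain genes had a median log2 change of -1.49 (79 of 80 genes lower), the citric acid cycle and fatty acid oxidation set -2.09 (38 of 38 lower), the mitochondrial ribosome set -0.95, the sarcomere set -1.92 and the calcium handling and conduction set -1.88. The extracellular matrix set had a median of 2.14 (39 of 39 higher) and the leukocyte set 3.07 (fry adjusted p 0.0717), and without replicate 3 of the Des-/- non-swim group these medians were 1.33 and 1.15. The hedgehog set had a median of 0.84, the Wnt antagonists 0.56 and the Notch pathway 0.19. Without replicate 2 of the Des-/- non-swim group the median of the Wnt antagonists was 0.15. Over fits that each left out one of the libraries compared, camera's adjusted p reached 0.0824 for the Wnt antagonists and 0.115 for the Notch pathway. For the hedgehog set it was at most 1.57e-04. After swimming camera called 9 sets, in the same directions for those shared, of which fry held 3: the citric acid cycle and fatty acid oxidation set (-1.03), the Wnt antagonists (0.91) and the hedgehog set (0.78).

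For swimming in Des+/+ libraries camera called 7 sets, and fry held the mitochondrial ribosome set (-0.33), the Notch pathway (0.17) and the fetal stress programme (-0.62). For swimming in Des-/- libraries camera called 7, and fry held only the hedgehog set (-0.37). For the interaction camera called 9 sets, and fry the mitochondrial ribosome set (0.61) and the Notch pathway (-0.37). With a correlation estimated from the data, camera called 0 sets in all 5 contrasts. Camera also called many sets when the libraries were split in other ways, with a median of 8 sets over the other splits of the libraries without swimming and 6 over those drawn for the interaction, so its counts are not by themselves evidence of a group difference here.

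**Figure D3:**
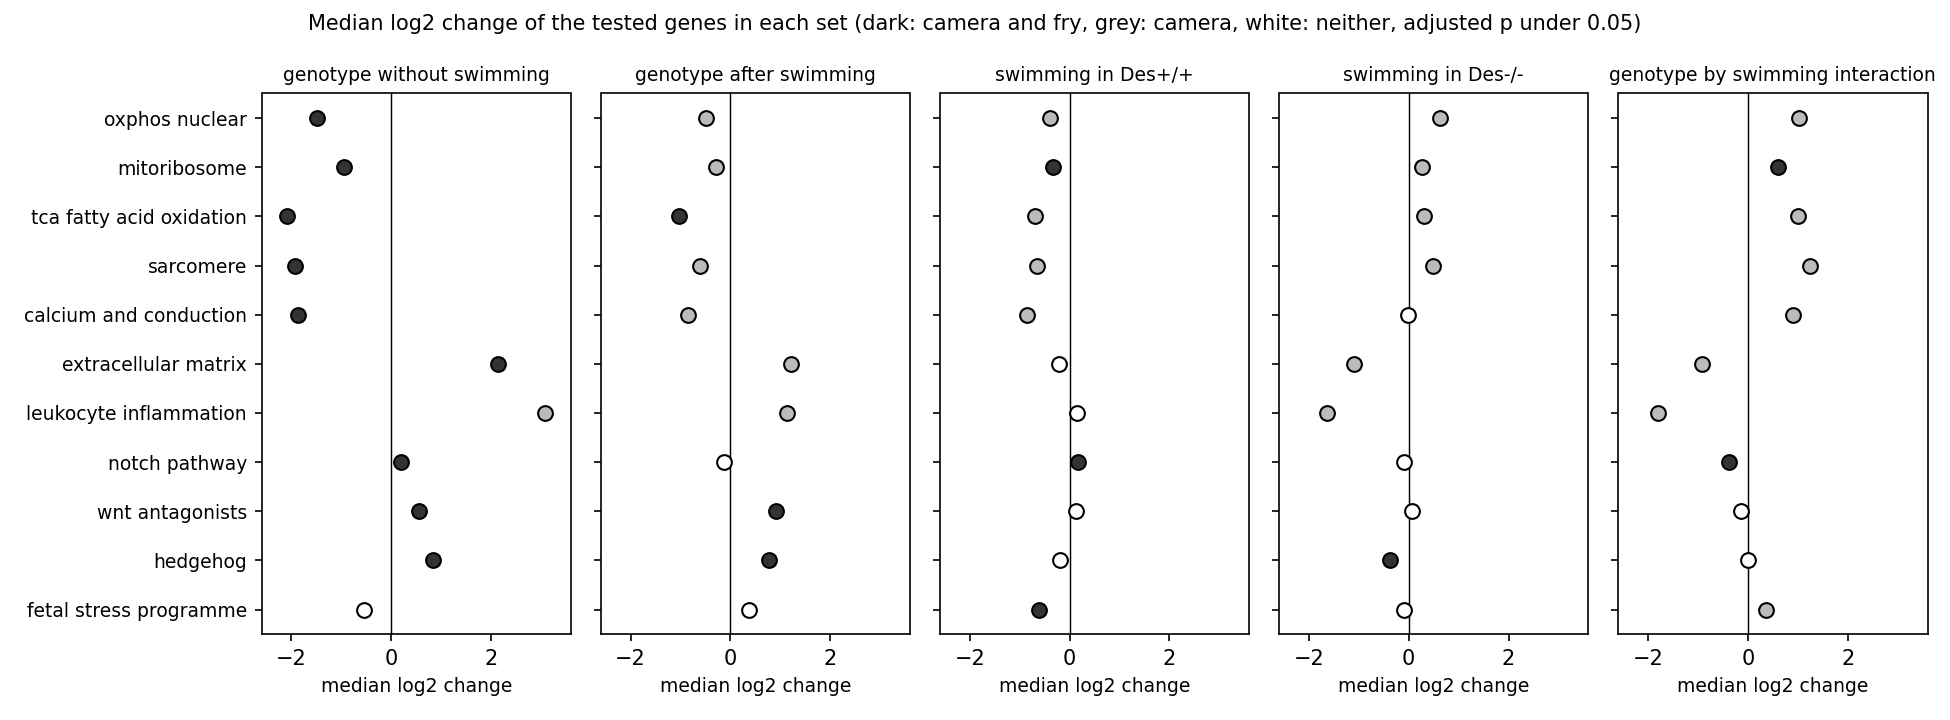
Median log2 change of the genes of each set in the 5 contrasts, with dark points for sets called by camera and fry, grey for camera alone and white for neither. Of the 18 points called by both tests, 9 belong to the genotype comparison without swimming.

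Of the 9 marker lists, the fibroblast list was higher in Des-/- libraries by 1.25 on the log2 scale (exact permutation p 0.005, the smallest possible, adjusted p 0.0225; 14 of 14 genes higher in both comparisons), the macrophage list by 1.44 (exact permutation p 0.010, adjusted p 0.03), the lymphocyte list by 0.85 (exact permutation p 0.015, adjusted p 0.0338) and the list of genes that respond to cell isolation by 1.17 (exact permutation p 0.005, adjusted p 0.0225). Differences in the endothelial (0.04), mural (-0.22), atrial (0.25), neutrophil (0.74) and erythrocyte (0.85) lists did not exceed what exact permutation gives, with p-values of 0.735, 0.295, 0.425, 0.26 and 0.285. Over both comparisons these averages can hide opposite parts: the erythrocyte list differed by 2.72 without swimming (7 of 7 genes higher) and -1.02 after it (0 of 7), the atrial list by -0.41 and 0.90 and the neutrophil list by 1.45 and 0.02. The endothelial list was higher after swimming by 0.44 (exact permutation p 0.005, adjusted p 0.045). Of the fibroblast list, 8 genes are also in another list or set and 1 in the panel. All 14 had at least 20 scaled counts in every Des+/+ library, as did 9 of the 14 macrophage genes. Of the 16 lymphocyte genes only 5 were tested and 0 reached this level in every Des+/+ library. For the 12 neutrophil genes these numbers were also 5 and 0, so these 2 lists rest on few, low counts.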

Values the study reported

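The study reported 2094 transcripts higher and 2138 lower in Des-/- cardiomyocytes without swimming, and 1319 higher and 1122 lower after swimming.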

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

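The splits of the tests on 1 library and on cell mix into parts, and the demand that a set also hold under fry before an explanation is set aside, were chosen only after the results were seen, as were the test on reads with several alignments and the limit of the receptor gene test to genomic DNA. Other tests here were written before their results.

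The swimming effect on 9 gene sets differed between genotypes by camera's test of the interaction. The median difference, Des-/- minus Des+/+, was 1.03 for the respiratory chain, 0.61 for the mitochondrial ribosome, 1.00 for the citric acid cycle and fatty acid oxidation, 1.25 for the sarcomere, 0.90 for calcium handling and conduction, -0.91 for the extracellular matrix, -1.80 for the leukocyte set, -0.37 for the Notch pathway and 0.36 for the fetal stress programme. Of the 100 splits drawn within genotypes, 6 gave as many sets, the real one included, and 5 gave as many genes at an unadjusted p under 0.05, so other groupings of the libraries can give such a result. Under fry 2 sets were called. The difference may therefore not be due to swimming.

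A single library could account for the leukocyte set: without replicate 3 of the Des-/- non-swim group its difference was 0.10, on the other side of 0. Without it the mitochondrial ribosome and Notch pathway sets kept their direction and were still called by camera and by fry (fry adjusted p 0.0486 and 0.0297). This argues against that library as the whole cause for these 2, the first only just under 0.05. The fry test left out no other library. Over the 12 fits that each left out a library, the 2 medians kept their direction, at 0.54 to 0.73 and -0.48 to -0.34. The 6 other sets were still called by camera in the same direction. Fry called 0 of them even with all libraries in, so an effect of 1 library is open there. Without replicate 3 of the Des-/- non-swim group the extracellular matrix difference was -0.20 and that of calcium handling and conduction 0.54. The respiratory chain was at 0.85, the citric acid cycle and fatty acid oxidation at 0.76 and the sarcomere at 0.96. The fetal stress programme was at 0.69. Cell mix could account for part of the pattern. With the fibroblast minus sarcomere axis as a covariate the respiratory chain difference was 0.44 and that of the mitochondrial ribosome 0.37, called by camera but not by fry (adjusted p 0.306 and 0.164, against 0.0590 and 0.0183 without the covariate, so fry had not called the respiratory chain before). For the Notch pathway the fry adjusted p went from 0.0148 to 0.0620. Of the 7 other sets, 2 were still called by camera in the same direction and 0 sets by fry. The axis is built from fibroblast and sarcomere genes, and cell mix and a response of the cardiomyocytes cannot be told apart here. A biological difference in the response to swimming stays open and was not tested apart from these.

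Reads in no listed gene, which no comparison of the report uses, differed between groups. The listed genes were almost all protein-coding (20297) or microRNA genes (1187), with 0 of the mitochondrial genome. Reads of other genes, including those of the mitochondrial genome, may thus fall in this class, which was not tested. The share of uniquely aligned reads in no gene was 36.4% ± 2.71 (SD, n = 3) in Des+/+ non-swim, 47.8% ± 2.31 (SD, n = 3) in Des+/+ swim, 45.2% ± 9.67 (SD, n = 3) in Des-/- non-swim and 60.0% ± 3.95 (SD, n = 3) in Des-/- swim libraries. It was higher by 10.4 percentage points in Des-/- libraries (exact permutation p 0.015, adjusted p 0.02) and by 13.1 after swimming (exact permutation p 0.005, the smallest possible, adjusted p 0.01, over 4 tests). Reads with several alignments were higher by 7.30 percentage points after swimming (exact permutation p 0.005, adjusted p 0.01) and by 2.99 in Des-/- libraries (exact permutation p 0.055, adjusted p 0.055). Ribosomal or other repeated sequence is thus a possible explanation for the swimming part and is open for the genotype part. Counts on 1441 olfactory and vomeronasal receptor genes, taken as a measure of genomic DNA, differed by -11.0 CPM after swimming (exact permutation p 0.695) and by 44.3 in Des-/- libraries (exact permutation p 0.04). Both values depend on replicate 1 of the Des-/- non-swim group: without it they were 9.80 (exact permutation p 0.525) and 23.4 (exact permutation p 0.1), so genomic DNA is open for both. Unspliced RNA cannot be seen in these genes and was not tested. What the reads in no listed gene are was not tested further, and a biological source stays open.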

How the results depend on the processing

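The Des change kept its direction in all alternatives run, from -5.57 to -4.86 without and from -3.88 to -3.50 after swimming over fits that each left out one of the libraries compared. Its call was kept in all but the fit with the cell-mix covariate without swimming (-4.49, adjusted p 0.0567), a covariate chosen after seeing the data. Most other results depended on some choice; unless said otherwise, the cause was not tested.

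With DESeq2 the counts of called genes were 2332 between genotypes after swimming, 798 for swimming in Des+/+, 339 for swimming in Des-/- and 299 for the interaction. At an adjusted p under 0.01 they were 1998 between genotypes without and 48 after swimming, and 3 for swimming in Des+/+; a stricter threshold can only lower a count. Requiring an adjusted p in the study's filter left 1117 genes after swimming. For swimming in Des+/+ the count was 54 with RLE scaling, 58 with no filter on low counts and 282 with only the 6 libraries compared; for swimming in Des-/- the last 2 gave 7 and 0, and 9 panel genes were called after swimming with only the 6 libraries.

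Other alternatives were chosen after seeing the data. With the Y-linked covariate 2654 genes were called between genotypes after swimming, 260 for swimming in Des+/+, 387 for swimming in Des-/- and 13 panel genes after swimming. Thinned to equal depth, swimming in Des+/+ gave 39 genes, and with GC and length offsets 41. With the cell-mix covariate 6 genes were called between genotypes without and 391 after swimming, 82 for swimming in Des+/+, 0 panel genes in both genotype comparisons, and 1412 genes passed the study's filter without swimming. With it camera called 4 sets between genotypes after swimming and 5 for the interaction, in each case including the leukocyte set in the opposite direction. It reversed 10 set medians: without swimming, extracellular matrix to -0.70 and leukocyte to -2.20; after swimming, sarcomere to 0.31, extracellular matrix to -0.18 and leukocyte to -1.15; for swimming in Des-/-, citric acid cycle and fatty acid oxidation to -0.30, sarcomere to -0.13 and leukocyte to 0.45; for the interaction, extracellular matrix to 0.40 and leukocyte to 1.20. The covariate is made of genes of 2 of these sets and separates the genotypes, so it removes genotype differences by construction.

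Fry called 3 sets between genotypes after swimming, 3 for swimming in Des+/+, 1 for swimming in Des-/- and 2 for the interaction, and camera with estimated correlation called 0 in each of the 5 contrasts.

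The replicate block was fitted to all 12 libraries, so its effects were shared between the genotypes. By the rule used, the numbers were treated as pairing only for swimming in Des-/-, where mainly replicate 3 stood apart. There the replicate block gave 2 genes, 3 with GC and length offsets and 0 when thinned to equal depth; Pparg lost its call under the block (adjusted p 0.0629; from 1.17e-07 to 0.410 over its settings), and the block alone changed no other call of a gene or set there. In the other comparisons the numbers were not treated as pairing. Same-number correlations were -0.15, 0.13 and -0.10 between genotypes without swimming and 0.02, 0.12 and 0.12 after swimming. For swimming in Des+/+ they were -0.41, -0.26 and 0.01. The block gave 4073, 1309, 19 and 0 genes for genotype without and after swimming, swimming in Des+/+ and the interaction.

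Fits that each left out one of the libraries compared called 2612 (without Des+/+ non-swim replicate 2) to 4244 genes between genotypes without swimming, 74 (without Des+/+ swim replicate 3) to 817 after swimming, 0 to 6 for swimming in Des+/+, 0 to 51 (without Des-/- swim replicate 3) for swimming in Des-/- and 0 to 0 for the interaction. Leaving out a library of the other 2 groups, which share the spread, scaling and filter, gave 3884 to 4590, 930 to 2142, 4 to 155 and 2 to 4 genes for the first 4 of these; 2142 and 155 came without Des-/- non-swim replicate 3. The study's filter passed 3395 to 4453 genes without and 1902 to 2427 after swimming. Panel counts adjusted over the list alone were 18 to 19 (21 with all libraries) and 4 to 5 (4); over all genes they were 13 to 17 (18) and 0 to 4 (4). Set counts were 9 to 10, 8 to 10, 6 to 8, 6 to 8 and 8 to 9 over the 5 contrasts. Without Des-/- non-swim replicate 3 the leukocyte median reversed to 0.25 for swimming in Des-/- and to 0.10 for the interaction; without Des-/- swim replicate 3 it was -2.53 and -2.93, the lowest of these fits. The tallies that follow count each combination of a result and a fit, so a result can count several times. Among single genes, leaving out a library weakened 102 such combinations. DESeq2, RLE scaling, only the 6 libraries compared, the replicate block and the Y-linked covariate together weakened 12 and strengthened 9. Other settings are not in this tally. Among them is the cell-mix covariate, with which 1 of the 4210 genes called without swimming was still called. Among single sets, leaving out a library weakened 12 such combinations, and other settings weakened 82.

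The planned fits without mitochondrial genes and with a sex covariate from Xist were not run, since the tables used hold neither. At these depths, genes at or under 3 counts in a group give only bounds.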

Other observations

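The tests of a lower share of cardiomyocyte RNA, of fibroblast and macrophage RNA, of the axis in each comparison, of mislabelling, of carried-over reads, of sex and of cell isolation were chosen only after the results were seen.

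Several technical explanations were weighed for the genes called between genotypes. With the Y-linked level as a covariate 4030 of the 4210 genes without swimming were still called, and with offsets for GC content and length 3926, which argues against sex mix and these trends as the whole cause. Median-of-ratios scaling kept 4160. Within 5 Mb of Des 22 of 61 tested genes were called (36.1%, against 32.0% elsewhere, Fisher's exact p 0.494), so variants carried along with the targeted locus are unlikely to be the cause; strain differences elsewhere were not tested. The lowest Des+/+ library lay 9.68 times above the highest Des-/- library in Des, against a mislabelled genotype. Thinned to equal depth, 1151 genes were called after swimming, and the comparison without swimming still gave 3.30 times as many, so unequal depth is unlikely to explain the lower count after swimming.

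Cell mix could not be set aside. A lower share of cardiomyocyte RNA alone would raise the markers of other cells alike, but the fibroblast list rose by 1.22 more than the endothelial list (exact permutation p 0.005). More fibroblast and macrophage RNA may be present in Des-/- libraries: 26 of the 28 genes of these lists were higher in both comparisons, and without swimming Col3a1 was higher by a log2 of 2.94, Lyz2 by 2.93 and Dcn by 0.88. Part of this rests on replicate 3: without that library of the Des-/- group compared, 22 of the 28 genes were higher in both, and the changes were 1.51 (adjusted p 0.110), 0.93 (adjusted p 0.243) and 0.91 (adjusted p 0.0190) without swimming, and that of Lyz2 was 0.00 after it. A trend along the fibroblast minus sarcomere axis is open in both comparisons. With the axis as a covariate 6 genes were called without swimming, 1 of them among the 4210, and 391 after swimming, 204 of them among the 1392. The axis does not overlap between genotypes, so cell mix and genotype cannot be told apart for most called genes. The lower sarcomere and respiratory chain transcripts may thus reflect fewer cardiomyocytes in the preparation, a change within them, or both.

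Other splits of the libraries were compared with the real one. For genotype without swimming 1 of the 10 splits of the 6 libraries, the real one, gave as many called genes, genes passing the study's filter, panel genes and gene sets. For genotype after swimming this was 1 for called genes, the filter and the panel and 2 for sets. For swimming in Des+/+ it was 1 for genes and 3 for sets. For swimming in Des-/- it was 2 for genes and 6 for sets; the other split, with 10 genes, set Des-/- non-swim replicate 1 and swim replicates 1 and 2 against the rest. Of the 4 splits there that part all 3 pairs, 1 gave as many genes and 2 as many sets. With 10 splits no share can fall under 0.1.

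Replicate 3 of both Des-/- groups had Y-linked reads (2052 and 1769), where the other 4 Des-/- libraries had 0 to 7, and each also lay highest on the axis within its group. Sex of the animals may be involved, but of the Des+/+ libraries only 1 had a low Y-linked level, and the other 5 lay 0.23 above it on the axis, which decides nothing. These 4 libraries held 10 Y-linked reads, 4.65% of the 215 expected if their Des reads had been carried over from Des+/+ libraries, so carry-over is unlikely to be the source of the Des reads. What transcript these reads come from was not tested.

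Notch1 rose with swimming in Des+/+ and not in Des-/- libraries. As it is expressed in endothelial cells, their share of the RNA was weighed as a cause. Relative to the endothelial list the difference between the swimming effects was -0.93, not smaller than for Notch1 alone at -0.86. The endothelial list itself differed by 0.07, so by size endothelial share is an unlikely explanation. Exact permutation gave an unadjusted p of 0.01 for the relative difference and 0.04 for Notch1 alone. It shuffled swimming labels within each genotype. These p-values therefore test for no swimming effect in either genotype, not for equal effects. The gene's interaction did not pass adjustment over all genes with edgeR (adjusted p 0.199; from 0.00821 with DESeq2 to 0.202 over other settings), so a different response of Notch1 remains a hypothesis.

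Genes that respond to cell isolation were higher in Des-/- libraries by 1.17, which could come from isolation or from the hearts, and the design does not separate these. Haemoglobin transcripts were low in Des+/+ non-swim libraries. The log2 ratio of Hbb-bs to Hba-a1 had an SD of 0.27 over the 12 libraries, against 1.57 for Hbb-bs itself, so blood left in the preparation is a candidate source.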
